A study of Mus musculus with 27 samples.

How the data were processed

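The series holds 27 mouse samples in 11 groups. RNA sequencing covered whole pancreata at embryonic day 15.5, isolated islets at 8 and 4 weeks, and embryonic stem cell-derived motor neuron progenitors, and chromatin immunoprecipitation sequencing (ChIP-seq) covered Nkx2.2 in MIN6 cells, a mouse beta-cell line. Groups were taken from the labels. The 4-week islet samples are labelled as genomic DNA, although their columns hold gene-level RNA counts like those of the other islets.

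The RNA-seq tables hold read counts per gene, deposited by the authors without normalization, per the description file deposited with them. The aligner, the counting rule, the genome build and the use of strand are not stated, so genes with near-identical copies (Ins1 and Ins2 among them) and overlapping or antisense genes carry an uncertainty that cannot be sized here. The authors also deposited FPKM tables for islets and progenitors, and a table of counts divided by size factors (a normalized signal) for the embryonic pancreas. These were used only to check labels: the libraries of the count tables each had their own column as the best rank-correlation partner (9 of 9 islet, 8 of 8 progenitor and 7 of 7 embryonic libraries). The authors' deposited tables of log2 fold changes, p-values and calls came from DESeq2 for the embryonic pancreas and from edgeR and limma elsewhere, per the deposited description. For ChIP-seq the authors deposited read counts in 500 bp at events called with GEM, and log2 CPM values for a final set of sites, per the deposited description.

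Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, robust quasi-likelihood fit and test) with Benjamini-Hochberg adjustment at 0.05. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Normalised counts are TMM-scaled CPM, that is counts divided by the scaled library size in units of 1e+06 counts, given as mean ± SD. The embryonic comparison used its 7 libraries, each islet comparison its age-matched libraries, the difference of the islet effects all 9 islet libraries, and the progenitor comparisons all 8 libraries in a model of 3 groups. Gene sets were tested with camera (limma 3.58.1, preset correlation 0.01). DESeq2 1.42.0 was an alternative. The other alternatives fixed before the data were examined were RLE factors, total library size, other count filters, a minimum log2 fold change of 1, blocks, covariates for Xist and for an acinar marker list, and fits that each left out 1 library. A muscle covariate in the embryonic fit, an acinar covariate in the difference of islet effects, embryonic gene sets from DESeq2 calls, and fits within a sequencing lane of the progenitors were added after the data were seen.

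Genes are named by a rule fixed before the data were examined: Nkx2-2 in each comparison; genes of lists of pancreatic and neural markers where the adjusted p over all genes was under 0.05; the 3 largest changes in each direction among called genes with an average log2 CPM of at least 2 and no overlap between groups; and the 3 smallest p-values for the difference of islet effects. Some genes that this rule selects are not reported here. Named ChIP events were to be ranked by the ratio of ChIP to input. The input library is not used here, since the table of event counts that was analysed has no input column, so events were ranked by mean log2 CPM (pseudocount 1, at least 20 counts in each replicate), and no enrichment over input is given. The planned transfer of the embryonic gene set to adult islets could not be run from edgeR calls, which numbered 1.

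The fits were tested on simulated counts with 200 changed genes. The share recovered was 62.3% in the embryonic comparison of 18312 genes, 88.9% for 8-week islets (15267 genes), 80.5% for 4-week islets (14738 genes), 63.5% for the difference of the islet effects (15694 genes) and 90.0% for iNkx2.2 against pMN (15409 genes). False calls made up 8.15%, 10.2%, 15.3%, 5.22% and 5.76% of the calls in these simulations. In the same model, iSDmut against pMN (15413 genes) recovered 87.5% with 9.79% false calls, and iSDmut against iNkx2.2 (15410 genes) 92.0% with 6.12%. The simulated false share thus lay above the nominal 5% in each comparison, most in 4-week islets. The motif counts were tested on simulated sequence (Python 3.11.15): with a core planted at 30% of 2000 sites, an excess of 28.8% was recovered, and a planted 6-mer ranked 1.

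Whether replicate numbers pair the libraries was checked by correlating deviations from the group means. For pMN and iNkx2.2 progenitors, whose numbers come from the titles, the correlations were 0.535, 0.513 and 0.568, so the numbers were taken as pairs. The main fits, planned without a block, do not use these pairs. Counts of genes called with the replicate block are given beside them. Lane 4 held replicate 3 of both groups and lane 2 the others, so lane and replicate 3 cannot be separated. For the other groups the numbers were not taken as pairs. The correlations of iSDmut libraries with same-numbered ones were weaker but positive (0.0503 to 0.343), so pairing is left open there.

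The build of the ChIP coordinates is not stated. None of the 10749 events lay outside the GRCm38 chromosome lengths, and short sequences concentrated at the event positions in GRCm38 (closing section), so positions were read in that build, with GENCODE vM21 annotation. Gene positions are from the same annotation.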

Results

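The study profiled mice and cells carrying a mutation of the SD domain of the transcription factor Nkx2.2. RNA was sequenced from whole embryonic pancreata at E15.5 (3 controls, 4 mutants), from islets at 8 weeks (2 controls, 3 with the mutation in beta cells, betaSDmut), from islets at 4 weeks (2 controls, 2 labelled as beta-cell knockouts of Nkx2.2, betaKO), and from motor neuron progenitors at day 4 of differentiation. The progenitors carried a doxycycline-inducible transgene of wildtype Nkx2.2 (iNkx2.2, 3 libraries) or of the mutant (iSDmut, 2 libraries), induced with 1 µg/ml doxycycline for about 16 h, and 3 uninduced libraries of the iNkx2.2 line served as controls (pMN). Total counts per library were 38447596 to 41840638 for embryonic pancreas, 12398041 to 32385406 for islets and 17757991 to 46840701 for progenitors. The sexes of the animals were mixed by the level of Xist, which was at 699 to 1570 CPM in embryonic control 2, SDmut 2 and SDmut 4 and at 738 and 983 CPM in betaSDmut replicate 1 and 4-week control 1. The other pancreatic libraries had at most 3.50 CPM.

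The embryonic comparison asked which transcripts change with the mutation during pancreas development. Nkx2-2 (chromosome 2, 147177546 to 147194243, GRCm38) had a normalised count of 74.9 ± 16.4 CPM (SD, n = 3) in controls and 69.7 ± 17.7 (SD, n = 4) in mutants, a log2 fold change of -0.10 (SE 0.224) that was smaller than the spread between replicates. Of 18723 genes tested, edgeR's quasi-likelihood test called 1, Gm4737 (chromosome 16, 46152985 to 46155077, GRCm38, annotated as protein-coding). Its level was 2.03 ± 0.337 CPM (SD, n = 3) in controls and 24.3 ± 5.37 (SD, n = 4) in mutants, with a log2 fold change of 3.58 (SE 0.234, edgeR adjusted p 0.0114), and it was higher in 4 of 4 mutants than in each control. The gene was not called without control 1, control 2, SDmut 1 or SDmut 4 (edgeR adjusted p 0.0644, 0.219, 0.0744 and 0.11; range over all alternatives 2.06e-44 to 0.219), while its log2 fold change stayed between 3.43 and 3.72. Without an adjustment, 475 genes had a p under 0.05, fewer than the 5% of genes tested that would do so with no change. That number is thus no sign of further changes, and it does not exclude changes that the fit misses. The alternative that moved the count of called genes most was DESeq2, which called 25 genes (10 higher and 15 lower). The authors' deposited table has 26 genes past the same threshold, 10 higher and 16 lower, among them the gene called here. Of 42 pancreatic list genes tested, 0 were called over all genes (16 had an unadjusted p under 0.05) and 9 were called when adjusted over the list alone, among them Ins2 (log2 fold change -4.52), Ins1 (-3.17) and Glp1r (-3.10). Control 3 and SDmut 2 carried muscle transcripts, with mean log2 CPM of a muscle list of 7.86 and 7.98 against at most 1.43 in the other 5 libraries.

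In 8-week islets the question was what the mutation changes in mature beta cells. Nkx2-2 was at 94.9 ± 9.52 CPM (SD, n = 2) in controls and 88.8 ± 12 (SD, n = 3) in betaSDmut islets, with no difference beyond the replicate spread (log2 fold change -0.10, SE 0.128, edgeR adjusted p 0.68). Of 15413 genes tested, 1224 were called, 628 higher and 596 lower. The fit without betaSDmut replicate 2 called 384 genes, the fit without replicate 1, the betaSDmut library with high Xist, 2765, and the Xist covariate 2795. By the naming rule, which sets a minimum level, the largest increases were Ccdc154, Ccdc13 and Barx2. Ccdc154 (chromosome 17, 25162461 to 25171913, GRCm38) had no counts in both controls and 6.62 ± 2.29 CPM (SD, n = 3) in mutants, at least 98-fold higher than the floor of 3 counts. Ccdc13 (chromosome 9, 121797627 to 121839461, GRCm38) rose from 0.247 ± 0.016 CPM (SD, n = 2) to 34.1 ± 7.99 (SD, n = 3), a log2 fold change of 7.08 (SE 0.366, edgeR adjusted p 0.00122), and Barx2 had a log2 fold change of 6.93. Camk2a, Cyp4f39 and St8sia1 had the largest decreases, with log2 fold changes of -5.34, -5.21 and -4.31. Of 40 pancreatic list genes tested, 10 were called over all genes (4 higher, 6 lower) and 15 when adjusted over the list alone. Chga had a log2 fold change of -1.13 (SE 0.114, edgeR adjusted p 0.00626), Nkx6-1 of -0.91, Slc2a2 of -0.89, Slc30a8 of -1.12, Glp1r of -1.20 and Insm1 of -0.50. Aldh1a3 (4.13), Isl1 (0.98) and Chgb (0.66) were among the higher ones. Of 12 alternatives with a test, Chgb and Glp1r were called in 10 and Insm1 in 9. An acinar gene list had a median log2 fold change of -1.13 in this comparison and of 1.79 in the 4-week comparison. The authors deposited 2 tables with calls for this comparison: one calls 1095 genes, of which 1030 were also called here, and the other, of 9971 genes, calls 1788, of which 828 were also called here.

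In 4-week islets the libraries labelled betaKO were compared with their controls. The targeted gene was not lower beyond the replicate spread: Nkx2-2 was at 90.7 ± 19.1 CPM (SD, n = 2) in controls and 79.8 ± 20.3 (SD, n = 2) in the libraries labelled betaKO (log2 fold change -0.18, SE 0.237, edgeR adjusted p 0.779). Every direction below rests on those labels. Of 14942 genes tested, 233 were called, 121 higher and 112 lower, and DESeq2 called 792. The authors' deposited table calls 446 genes, of which 143 were also called here. By the naming rule, Npy (log2 fold change 3.69, SE 0.192, edgeR adjusted p 0.0147), Ccdc67 (3.27) and Rbp4 (2.89) had the largest increases, and Mcoln3 (-2.65), Epb4.9 (-2.52) and T2 (-2.35) the largest decreases. Rbp4 (chromosome 19, 38116629 to 38125281, GRCm38) rose from 108 ± 8.58 CPM (SD, n = 2) to 798 ± 56.1 (SD, n = 2). Of 38 list genes tested, 5 were called over all genes and 20 when adjusted over the list alone. Gcg (1.06), Ppy (1.48) and Ttr (0.76) were higher, and Ucn3 (-1.40) and Glp1r (-0.95) lower; of 7 alternatives with a test, Ttr was called in 4.

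**Figure D1:**
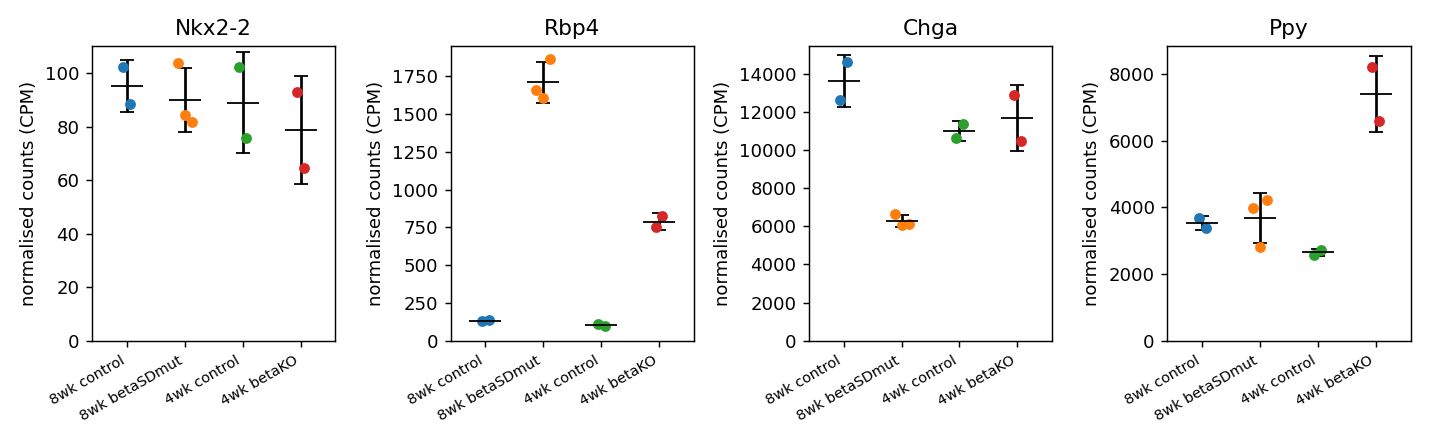
Normalised counts (CPM scaled over all 9 islet libraries before the count filter, so that they differ slightly from the values of each fit, linear axis from 0) of 4 genes. Points are libraries, and bars are the mean and SD of each group of 2 or 3; Nkx2-2 overlaps between groups, and Chga is lower in 8-week betaSDmut islets.

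The islet effects were then compared. Genes higher in libraries labelled betaKO had a median log2 fold change of 0.61 in betaSDmut islets (121 genes, 96 in the same direction, camera p 9.71e-19), and genes lower in them had a median of -0.62 (112 genes, 94 in the same direction, camera p 2.34e-18). Both sets held under fry, and with the correlation estimated the higher set kept its call (camera p 0.0146) and the lower set did not (camera p 0.0581). The planned sets of genes called in embryonic pancreas were too small to test. The effects used different control libraries. Testing the difference of the age-matched effects called 194 of 15995 genes, 103 higher and 91 lower. The direct contrast of betaSDmut with betaKO, which is confounded with age, called 1753. The authors' deposited table calls 625 genes for that contrast, of which 116 are among the 194. Among the smallest p-values were those of Accn2 (difference in log2 fold change 3.05, SE 0.227, edgeR adjusted p 0.00588) and Tom1l1 (1.44). Accn2 had a log2 fold change of 2.08 in betaSDmut islets and of -0.97 in libraries labelled betaKO. Of 40 list genes tested, Chga (-1.21) and Ppy (-1.43) were called over all genes, each in 8 of 11 alternatives with a test, and 5 were called when adjusted over the list alone. The fit without betaSDmut replicate 2 called 66 genes, and the fit without replicate 1 called 343.

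In progenitors the question was how the mutant transgene compares with wildtype Nkx2.2. Nkx2-2 was at 9.25 ± 3.36 CPM (SD, n = 3) in pMN, 355 ± 20.1 (SD, n = 3) in iNkx2.2 and 246 ± 2.40 (SD, n = 2) in iSDmut libraries. Of 15653 genes tested, iNkx2.2 against pMN called 1486 (738 higher, 748 lower) in the planned fit, which does not use the pairs. With the replicate number as a block, which pairs these libraries, 4629 genes were called. Within sequencing lane 2, which held 2 libraries of each group, 960 genes were called. The fits without iNkx2.2 replicates 1, 2 and 3 called 412, 845 and 775, and those without pMN replicates 1 and 2 called 451 and 681. The authors' deposited table, of 1161 genes, calls 1161 for this comparison, of which 1034 were also called here. By the naming rule, Neurog2 (chromosome 3, 127633135 to 127635631, GRCm38; log2 fold change -6.31, SE 0.494, edgeR adjusted p 0.000194), Pax6 (-5.54) and Olig2 (-5.36) had the largest decreases, and Nkx2-2 (5.25), Upk3a (4.82) and Unc80 (3.86) the largest increases. Upk3a was called in 8 of 13 alternatives with a test. Of 35 neural list genes tested, 21 were called over all genes and 27 when adjusted over the list alone.

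iSDmut against pMN called 554 genes (297 higher, 257 lower), and the fits without pMN replicates 1, 2 and 3 called 171, 253 and 314. Nkx2-2 had a log2 fold change of 4.72 (SE 0.245, edgeR adjusted p 4.01e-05), Neurog2 of -2.75 and Pax6 of -2.77. By the naming rule, Upk3a (5.90), Nkx2-2 and Frzb (3.31) had the largest increases, and Pga5 (-3.49), Lhx4 (-3.09) and Dmrt1 (-3.00) the largest decreases. Upk3a had a mean of 40.2 ± 47.4 CPM (SD, n = 2) in iSDmut libraries, a value of 3.31 without replicate 2, and a call in 3 of 9 alternatives with a test. Neurog2 was called in 5 of 10 and had a value of -3.99 without iSDmut replicate 1. The authors' deposited table calls 380 genes for this comparison, of which 269 were also called here. That table holds only the 1161 genes it calls in iNkx2.2 against pMN. Genes changed in iSDmut alone cannot appear in it, and its total is not comparable with 554. Of 35 list genes tested, 12 were called over all genes and 19 when adjusted over the list alone. The iSDmut libraries came from lanes 2 and 3, so a replicated test within a lane could not be run; within lane 2, iSDmut replicate 1 had log2 fold changes of 4.87 for Nkx2-2, -2.06 for Neurog2 and -2.34 for Pax6 against pMN. The direct comparison of iSDmut with iNkx2.2 called 44 genes, 25 higher and 19 lower, and the fits without iNkx2.2 replicate 1, 2 or 3 called 3, 2 and 4, while the replicate block called 528. Among the same 1161 genes, the authors' deposited table calls 70, of which 21 were also called here. Neurog2 was higher in iSDmut by 3.56 (SE 0.497, edgeR adjusted p 0.0304) and Pax6 by 2.77 (SE 0.384, edgeR adjusted p 0.0304), but these calls depend on the settings. Each was called in 4 of 10 alternatives with a test (edgeR or DESeq2 adjusted p 2.98e-06 to 0.147 for Neurog2 and 4.81e-12 to 0.147 for Pax6). Neither was called with the replicate block (0.0554 and 0.145), without a filter, in the fit of the 2 groups, or without any 1 of the iNkx2.2 libraries, and without iSDmut replicate 1 the values were 2.32 and 1.94. Stk32a (3.60) and Foxb1 (3.31) were also higher, and Hepacam2 (-2.92), Casz1 (-2.20) and Spp1 (-2.18) lower; of the 10 alternatives, Stk32a was called in 5 and the other 4 in 7. The Nkx2-2 transcript did not pass the threshold (-0.53, SE 0.222, edgeR adjusted p 0.37).

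**Figure D2:**
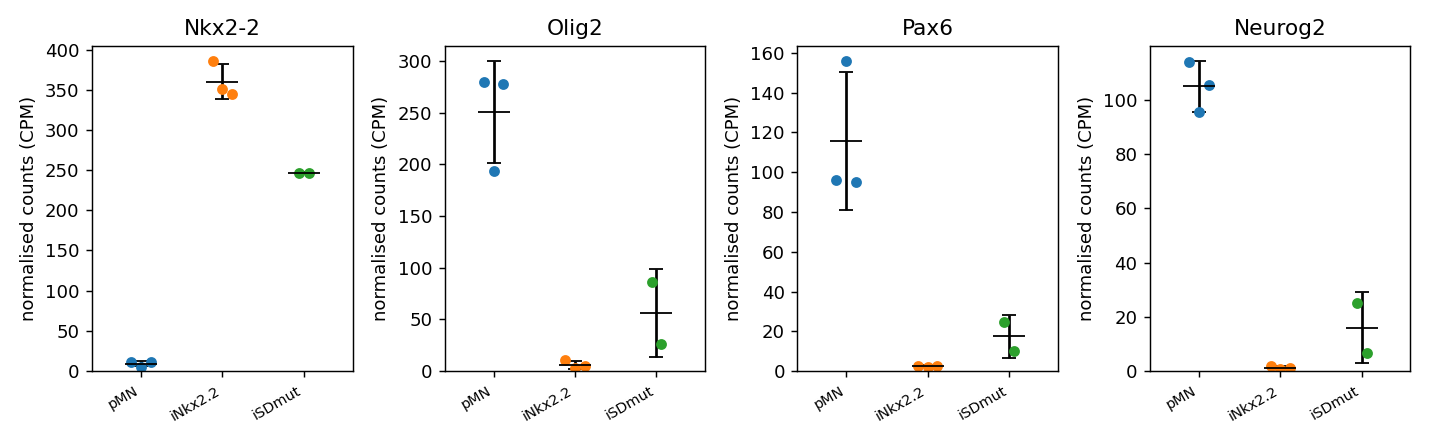
Normalised counts (CPM scaled over all 8 progenitor libraries before the count filter, so that they differ slightly from the values of the fit, linear axis from 0) of 4 genes. Points are libraries, and bars are the mean and SD of each group of 2 or 3; Pax6 and Neurog2 in iSDmut lie between the other groups.

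Over the 1486 genes called in iNkx2.2, the median ratio of the iSDmut to the iNkx2.2 log2 fold change was 0.717, with 0.552 and 0.816 from iSDmut replicates 1 and 2 alone (over 1603 and 1604 genes called in those fits) and 0.571 within lane 2 (replicate 1, 994 genes). These fits do not use the pairs, and the comparisons share their pMN controls. In 5 simulations, libraries were drawn without pairs. The average ratio was 0.095 when iSDmut was drawn as unchanged and 0.494 over the same number of top-ranked genes when no group changed. There were 410 genes called in both comparisons, 409 of them with the same sign, against 0 in simulations with iSDmut unchanged. Of the genes called in iNkx2.2, 95.8% had the same sign in iSDmut, against 63.2% in those simulations and 84.0% with no group changed.

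ChIP-seq of Nkx2.2 in MIN6 cells gave 10749 events, with 1081974 and 819222 counts over events in replicates 1 and 2. The log2 CPM values of the replicates had a Pearson correlation of 0.951 across events, which are not independent replicates. The authors' final set has 6473 sites, and 6.63% of them lay within 1000 bp of a protein-coding transcription start site (GRCm38). The highest events were at chromosome 19, 36377887 and 36377943, within an intron, chromosome 5, 100378409, within an intron, and chromosome 5, 24079005 and 24079064, outside protein-coding genes. The close pairs share reads, since counts cover 500 bp.

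Genes joined to a site in the authors' deposited table were compared with genes called in islets, among the genes tested that the authors' table of islet effects lists. Of 962 genes called in betaSDmut islets 41.4% were bound, against 24.4% of the others (odds ratio 2.19, 95% CI 1.90 to 2.52, Fisher's exact test, two-sided, p 7.25e-28). Of 208 genes called in libraries labelled betaKO 55.3% were bound, against 25.4% of the others (odds ratio 3.63, 95% CI 2.73 to 4.85, Fisher's exact test, two-sided, p 2.12e-19). Genes are not independent replicates, and the odds ratios describe an overlap. Called and other genes were not matched by expression level.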

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

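The tests of acinar genes among the calls, of the acinar covariate for single genes and of the transgene level were chosen after the results were seen.

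The difference of the islet effects was picked out because a test of the difference itself called 194 genes, among them Accn2 (3.05), Chga (-1.21), Ppy (-1.43) and Tom1l1 (1.44). Without betaSDmut replicate 1 the count was 343, and without replicate 2 it was 66. Acinar transcripts as the called genes themselves are argued against: 0 of the 23 acinar list genes were called, with 2 at an unadjusted p under 0.05, although the list had a median of -2.93. With the mean log2 CPM of the acinar list as a covariate, 39 of the 194 genes kept their call. That loss had been set as the sign of acinar RNA before the test, but the score mostly follows the groups (8.80 and 10.1 in libraries labelled betaKO, 7.37 and 8.01 in their controls, 4.47, 5.78 and 7.80 in betaSDmut islets, 7.41 and 8.07 in theirs), with betaSDmut replicate 3 (7.80) within the range of its controls. Accn2 (3.50, adjusted p 0.00253) and Tom1l1 (1.43, adjusted p 0.0177) kept their calls with the covariate, which argues against acinar RNA as the cause for these genes. Chga kept its size (-1.27) but not its call (adjusted p 0.075), and Ppy (-1.21) was not called (adjusted p 0.173). In betaSDmut replicate 3, Chga was at 6108 CPM against 12630 and 14590 in the controls, so its fall there is not explained by the acinar score. For the difference in the genes that lost their call with the covariate, a wider effect of acinar RNA and an effect of the genotypes cannot be told apart. The controls of both ages differed in 4 of the 194 genes, in a comparison of 2 against 2 libraries that called 13 genes. Each genotype was seen at 1 age, so an effect that depends on age or protocol cannot be told apart from genotype. The biological explanation that the SD mutation and the knockout act differently stays open and untested.

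The effects of iSDmut and iNkx2.2 differed by a direct test in 44 genes, among them Pax6 (2.77), Neurog2 (3.56), Casz1 (-2.20), Spp1 (-2.18), Stk32a (3.60), Hepacam2 (-2.92) and Foxb1 (3.31). Without iNkx2.2 replicate 1, 2 or 3 the count was 3, 2 and 4, and with the replicate block it was 528. Pax6 and Neurog2 were each called in 4 of 10 alternatives with a test, and neither was called with the block. The transgene transcript was lower in iSDmut by a log2 value of -0.53, which did not pass the adjusted threshold. A lower transgene level and a weaker mutant protein cannot be told apart, since each iSDmut library has the lower level. The iSDmut libraries had Nkx2-2 at 248 and 245 CPM and kept shares of 0.552 and 0.816. The cell line is confounded with the transgene, and uninduced iSDmut cells were not analysed here.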

How the results depend on the processing

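The muscle covariate, the acinar covariate in the difference of the islet effects, the embryonic gene sets and the fits within a lane were chosen after the data were seen; the other alternatives were fixed before. The cause of each change below was not tested unless stated.

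In embryonic pancreas, against 1 gene, total library size and the filter of at least 10 counts in every library each called 2, DESeq2 25 and the muscle covariate 4, and the Xist covariate and the replicate block by title number each called 0, with 677 and 219 genes at an unadjusted p under 0.05. Fits without control replicates 1, 2 and 3 called 1, 0 and 2 genes, and those without SDmut replicates 1, 2, 3 and 4 called 0, 1, 1 and 0; the fits with 0 had 298, 380 and 369 genes at an unadjusted p under 0.05. In the fit without control replicate 1 the gene called was not Gm4737.

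In 8-week islets, against 1224, DESeq2 called 2012, the Xist covariate 2795, the minimum log2 fold change 522 and the replicate block 757. Leaving out betaSDmut replicates 1, 2 and 3 gave 2765, 384 and 1090. In 4-week islets, against 233, total library size called 127, DESeq2 792, no filter 372, the minimum fold change 118 and the fit of all 9 islet libraries 428; the replicate block called 263. For the difference of the islet effects, against 194, DESeq2 called 652, the replicate block 87, the acinar covariate 93 and the direct contrast 1753, and leaving out betaSDmut replicates 1, 2 and 3 gave 343, 66 and 180.

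For iNkx2.2 against pMN, against 1486, the minimum fold change gave 630, the replicate block 4629 and the fit within lane 2 960, and leaving out iNkx2.2 replicates 1, 2 and 3 gave 412, 845 and 775, and pMN replicates 1, 2 and 3 gave 451, 681 and 1299. For iSDmut against pMN, against 554, DESeq2 called 1353, the minimum fold change 313, the replicate block 2626 and the fit of the 2 groups 295, and leaving out pMN replicates 1, 2 and 3 gave 171, 253 and 314. For iSDmut against iNkx2.2, against 44, DESeq2 called 496, no filter 145, the replicate block 528 and the fit of the 2 groups 13, and leaving out iNkx2.2 replicates 1, 2 and 3 gave 3, 2 and 4. The balance of directions here, 25 higher and 19 lower, depended on the setting. DESeq2 called 196 higher and 300 lower, and the fit of the 2 groups 5 and 8. No filter gave 75 higher and 70 lower, and the replicate block 280 and 248.

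Total library size moved the share of higher calls from 51.3% to 68.1% in 8-week islets, from 53.1% to 74.3% for the difference of the islet effects, from 49.7% to 69.0% for iNkx2.2 and from 53.6% to 67.6% for iSDmut. The median log2 fold change of all genes moved to 0.179 for the difference of the islet effects.

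With the correlation estimated, the lower betaKO set (-0.62) and both embryonic sets (1.13 and -0.44) lost their calls; the higher embryonic set, of 4 genes, ranged from 1.10 to 1.16 when a betaSDmut library was left out, and lost its call without replicate 3. The kept share was 0.428 with pMN replicate 3 alone behind the iSDmut effect, and stayed within the spread between iSDmut libraries under the other alternatives. The overlap with bound genes kept its direction and its call under all alternatives run. None of these matched genes by expression level: the minimum average log2 CPM of 2 kept 9961 of 9971 genes in 8-week islets. Whether expression level accounts for the overlap was thus not examined.

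Of 1080 values of named genes under alternatives, 909 kept their side of the threshold or, where no test could be run, moved by less than the replicate spread, 135 lost the threshold, 34 moved by more than the spread and 2 with a test changed direction. Counting values that had no test, 8 changed direction, all of Nkx2-2 where it is not called and all on leaving out 1 library: 0.066 in embryonic pancreas without control replicate 1 (lowest of those fits -0.26); 0.011 in 8-week islets without control replicate 1; 0.053 in 4-week islets without control replicate 1 or betaKO replicate 2; and, for the difference of the islet effects, -0.024 without betaSDmut replicate 1, -0.0077 without 8-week control replicate 2, -0.14 without 4-week control replicate 1 and -0.14 without betaKO replicate 2 (highest 0.38). In the pancreatic groups, correlations of same-numbered libraries ranged from -0.593 to 0.0118, and the block there is only a shared number. The iSDmut libraries had positive correlations with same-numbered pMN (0.343 and 0.0503) and iNkx2.2 libraries (0.332 and 0.112). Whether their numbers mark pairs is left open, and the block in those comparisons also holds the pairs of pMN and iNkx2.2.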

Other observations

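The tests of the muscle list, the batch and the mutation behind it, of cell-type lists, of the Nkx2-2 transcript in libraries labelled betaKO and of the scanned 6-mers, and the exact test of the fixed motif, were chosen after the results were seen; the splits, the neighbours of Nkx2-2, the fixed motif itself and the fits with the acinar and Xist covariates in 8-week islets were set before, but what these covariate fits would show under each explanation was written after.

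In embryonic pancreas 6 of the 35 splits of the 7 libraries into 3 and 4 called at least 1 gene, the real split included, so a count of 1 is not rare among splits. The largest counts were 2875, 771 and 191. The split with 2875 set control 1, SDmut 3 and SDmut 4 apart from the rest; these had mean log2 CPM of a mesenchyme list of 7.28, 7.13 and 7.33, and the other 4 libraries 8.08, 8.55, 8.21 and 8.48. That split follows neither genotype nor Xist. The split with 191 set apart control 3, SDmut 1 and SDmut 2, the libraries with the highest mesenchyme scores. A split with 6 calls set apart control 2, SDmut 2 and SDmut 4, the libraries with high Xist. Splits that follow such differences are no background of chance, so they cannot show whether the real count exceeds chance. Control 3 and SDmut 2 carried muscle transcripts. A list of 22 striated muscle genes was written after a principal component had shown such genes. The 13 that had not been seen there, and the 9 that had, were all higher in both libraries than in each of the other 5. Myh3 reached a log2 CPM of at least 10.3 in both, against at most 2.96 in the others. Carry-over of muscle RNA is a candidate explanation. A batch marked by the title number is argued against, since the other libraries with those numbers reached a score of at most 1.43. So is the mutation, since groups overlapped (exact permutation test, two-sided, p 0.857).

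For iNkx2.2 against pMN, 1 of the 10 splits of the 6 libraries called as many genes, the real one; the design cannot give a smaller share. The real split and 3 others part all 3 pairs; those 3, which mix the groups on both sides, called 0 genes, with 42, 62 and 14 at an unadjusted p under 0.05.

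Of the 1224 genes called in 8-week betaSDmut islets, 988 stayed called with the acinar covariate and 1218 with the Xist covariate, which argues against acinar RNA or sex as the whole cause. Without betaSDmut replicate 1 the count was 2765, and without replicate 2 it was 384. Only betaSDmut replicate 1 had high Xist, so the sex covariate mostly sets this library apart. Genes within 10 Mb of Nkx2-2 were not called more often than others (6.11% against 8.13%, Fisher's exact test, two-sided, p 0.519; in 4-week islets 1.59% against 1.61%, p 1).

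In libraries labelled betaKO, gene lists of alpha, delta, pp, epsilon, acinar and duct cells had median log2 fold changes of 0.86, 1.07, 1.36, 1.80, 1.79 and 0.50, mesenchyme of 0.13, beta cells of -0.70, endothelium of -0.46 and immune cells of -0.59. In betaSDmut islets the same lists had medians of -0.19, 0.55, 0.04, -0.30, -1.13, -0.16, -0.88, -0.58, -0.15 and 0.27. In libraries labelled betaKO a lower share of beta cells would raise all other types alike, so it is argued against as the whole cause. The Nkx2-2 transcript in these libraries (-0.18) may come from a recombined allele or from other cells; gene-level counts do not show which part of the gene the reads cover, so these cannot be told apart.

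The ChIP events were searched for a core motif fixed in advance (TAAGTG or CAAGTG, either strand). It lay within 25 bp of 6.27% of final sites and in 5.39% of windows 500 bp away, a difference of 0.88 percentage points (exact permutation of the 3 windows of each site, two-sided, p 0.0141); for all 10749 events the shares were 6.47% and 5.27% (p 1.27e-05). Neighbouring events share sequence, so the sites are not independent. The excess is small, a ratio of 1.16 at final sites, where a far higher share had been set as the sign of centring on this motif, so centring is left open. After this, all 2080 6-mers were scanned. GGCAAC ranked highest on even-numbered chromosomes, and on the other chromosomes it lay within 50 bp of 19.2% of final sites and 2.78% of windows 500 bp away, a ratio of 6.91. CCACTC, ranked 7, had a ratio of 2.87, and CACTCA, ranked 11, of 3.1. On the other strand these read GAGTGG and TGAGTG. The latter is the core TAAGTG with an A replaced by G, a form that the fixed core left out. All chromosomes had been looked at before this split was made, so the ratios are not independent evidence. It is a hypothesis that these sequences mark the sites. The small excess of the fixed core does not argue against a variant of that core.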
